A study of Mus musculus with 3 samples. Its data were reported in "Isolevuglandins disrupt PU.1-mediated C1q expression and promote autoimmunity and hypertension in systemic lupus erythematosus" (2022).

How the data were processed

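Splenocytes were measured by single-cell RNA sequencing in 3 libraries of the 10x Genomics 5′ kind, in which each captured RNA molecule carries a unique molecular identifier (UMI). Per the labels, CD3 microbeads had been used to deplete T cells, and each condition was a pool of 3 mice. The cells of each were labelled with hashtag antibodies, which carry a sequence that is counted beside the RNA. Each library pooled 2 conditions. The C57BL/6 control library held cells of sham-treated male and of female C57BL/6 mice. The C57BL/6 Ang II library held cells of C57BL/6 mice given angiotensin II (Ang II), with and without 2-HOBA. The B6.SLE123 library held cells of the lupus-prone strain B6.SLE123, from untreated mice and from mice given 2-HOBA (2-hydroxybenzylamine, a scavenger of isolevuglandins).

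The deposited values were raw UMI counts per gene and per hashtag in each barcode, which the authors made with Cell Ranger 6.0.0 per the file headers and then did not normalize. The genome build was not given in the sources used here. The matrices listed 32285 genes and 6 hashtags, C0301 to C0306. No hashtag was named for a condition, so the hashtag populations stayed unassigned and the 2 conditions of a library were not compared. Treatment with 2-HOBA was therefore not analysed here. Whether a hashtag marked 1 mouse was not stated. Gene positions are those of GENCODE vM21 on GRCm38, matched by Ensembl identifier, and 32158 of the 32285 genes matched.

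Barcodes were kept with over 200 and under 3500 genes detected and under 15% mitochondrial UMIs. The study states these limits as RNA counts, so reading them as UMIs was an alternative. A hashtag was called positive above an Otsu threshold on its log counts, set per library, and barcodes positive for several hashtags were removed as doublets. Doublets within 1 hashtag could not be seen in this way. The planned expression-based doublet caller, Scrublet, did not work with its automatic threshold, which marked 0, 2 and 1 barcodes of the control, Ang II and B6.SLE123 libraries, so that alternative gave no values. After this was seen, its score was instead limited so that the share marked equalled the share of barcodes with several hashtags. That score separated barcodes with several hashtags poorly, with an area under the curve of 0.700, 0.686 and 0.683 in the 3 libraries.

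Counts were scaled to 10000 per cell and log transformed with a pseudocount of 1. The 2000 most variable genes, 30 principal components, 20 neighbours and Leiden clustering at resolution 0.8 (seed 7) were used. Levels are given as CPM, the counts of a gene in a class of cells scaled to a common total. Of the 31 clusters found first, the 8 with at least 1000 CPM of Cst3, neutrophils left out, were taken as myeloid and clustered again. Clusters were named from marker lists fixed before the data were examined, and a name ends in "-like" for that reason. A marker counted as high at 25% or more of its highest level over the clusters, a rule set after the files were seen. A cluster stayed unnamed with under 3 high markers, under 20 cells, or more markers of another class than of its own among its 10 leading genes. Conventional dendritic cell-like (cDC-like) cells joined the cDC1-, cDC2- and migratory DC-like classes.

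With 1 library per group there was no test. No p-value, standard error or count of changed genes was made from cells. Shares above 0 carry exact Clopper-Pearson 95% intervals, a share of 0 is given with the limit that 3 counts of the total set, CPM of summed counts carry exact Poisson 95% intervals, and log2 ratios between 2 libraries carry exact conditional 95% intervals. All of them cover counting error only and say nothing of the variation between mice. A ratio against a count of 0 was set against a floor of 3 counts, and its exact interval can reach nearer to no difference than that ratio. The B6.SLE123 library and the Ang II library were each compared with the C57BL/6 control library. A list of 12 interferon response genes, fixed beforehand, was described by its median log2 ratio and the percentile of that median among 10000 random lists matched on mean expression. Genes named in the text are the 3 highest and 3 lowest log2 ratios per class and contrast with at least 50 UMIs over both libraries, where each library held at least 20 cells of the class. Immunoglobulin and T cell receptor segment genes, Xist, Y-linked genes and the class's own markers were left out. Further genes were named in advance whatever their values, and every other gene mentioned was chosen after its values were seen.

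The scripts for ratios and lists were tested on 20 simulated data sets per class with 200 changed genes. For B cell-like cells of the B6.SLE123 against the control library (a median of 11240.5 genes), the intervals covered the true ratio for 95.1% to 95.7% of genes. For cDC-like cells (a median of 4286.5 genes) they covered it for 95.4% to 96.2%. The direction of changed genes was recovered for 100% in both. Lists of raised genes reached percentile 100 in every simulation. Lists of unchanged genes ranged from percentile 0.64 to 94.6 in B cell-like and from 10.04 to 98.36 in cDC-like cells. The counts were drawn from the Poisson model that the intervals assume, without variation between cells or mice. The simulations therefore check the calculation only.

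Alternatives were other cell filters, no doublet removal, the Scrublet score limit, resolutions 0.4 and 1.2, 5 other clustering seeds, gene sets left out of clustering, scaling by TMM or the median of ratios (edgeR), other count minimums, cells thinned to 1000 UMIs, a 5-fold hashtag margin, control cells selected by sex-linked transcripts, joined classes, myeloid classes as shares of kept cells, and leaving out each hashtag population. The Scrublet score limit, the seeds, the joined classes, the Y-positive control cells, the shares of kept cells, the C1q levels of classes clustered without these genes and the leave-one-out settings were chosen after seeing the data. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5, leidenalg 0.10.2, R 4.3.3 and edgeR 4.0.16 were used.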

Results

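Gene expression was measured in single splenocytes of 3 libraries, 1 each for C57BL/6 control, C57BL/6 Ang II and B6.SLE123 mice. The control library held 18218 barcodes and 44146352 gene UMIs, the Ang II library 16062 barcodes and 59043556 gene UMIs, and the B6.SLE123 library 20691 barcodes and 63516696 gene UMIs. The median depth was 1852, 2842 and 2082 UMIs per barcode in the same order. The study's limits on RNA counts, read as genes detected, and on mitochondrial content left 18146, 15826 and 20372 barcodes. Several hashtags were found on 13.5%, 11.4% and 18.0% of these. After their removal 15700, 14023 and 16708 cells were kept, which was 86.2%, 87.3% and 80.8% of the barcodes. Reading the limits as UMIs moved the Ang II share most, to 62.2%, and leaving out the removal of doublets moved the control and B6.SLE123 shares most, to 99.6% and 98.5%. There were no replicate libraries, so no difference below has a replicate check, and every interval covers counting error only.

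Sex-linked transcripts were examined first because the labels place both sexes in the control library, while the study describes its C57BL/6 controls as female. Every ratio against this library is therefore set against a control that differs from that of the study. Xist (X chromosome, 103460366 to 103483254) was found in 24.2% of control cells (95% interval 23.5% to 24.9%) and in 51.0% of B6.SLE123 cells (50.3% to 51.8%). It was found in 0 of 14023 Ang II cells, which allows a share of cells with a UMI of up to 0.0214%. A UMI of 4 Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty) was found in 12.7% of control cells and 34.7% of Ang II cells, and in 0 of 16708 B6.SLE123 cells, which allows up to 0.0180%. Both kinds were found together in 0.0828% of control cells. With cells thinned to 1000 UMIs, Xist was found in 15.8% of control and 31.3% of B6.SLE123 cells, and Y-linked transcripts in 6.58% of control and 13.8% of Ang II cells. The thinning left out 1497 control, 1083 Ang II and 2225 B6.SLE123 cells. The 2 contrasts with the control library therefore also differ in sex-linked transcripts.

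Clustering gave 40 final clusters, 17 of them myeloid, and 4 stayed unnamed. B cell-like cells made up 85.5% of control cells (84.9% to 86.0%), 84.1% of Ang II cells (83.5% to 84.7%) and 79.2% of B6.SLE123 cells (78.5% to 79.8%). The log2 ratio of B6.SLE123 against control was -0.11 (-0.15 to -0.08). It lay further from 0 under all 5 other clustering seeds, and the seed that moved it most gave -0.21. Without B6.SLE123 hashtag C0303 the ratio was -0.041. The largest cluster of B cell-like cells differed between the libraries. It was cluster 17 in the control library (48.1% of the class), cluster 19 in the Ang II library (34.4%) and cluster 18 in the B6.SLE123 library (48.3%). A cluster mostly of 1 library may be that library and not a type of cell.

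Plasma cell-like cells made up 0.185% of control cells (29 cells, 0.124% to 0.265%), 0.264% of Ang II cells (37 cells, 0.186% to 0.364%) and 2.09% of B6.SLE123 cells (350 cells, 1.88% to 2.32%). The B6.SLE123 share was 11.3-fold higher than the control share, a log2 ratio of 3.50 (2.96 to 4.10). Without control hashtag C0302 the ratio was 4.35, and for Ang II against control it was 1.36 in place of 0.51. The interval of the Ang II ratio included 0 (-0.23 to 1.27). Neutrophil-like cells made up 4.25%, 5.18% and 4.54% of control, Ang II and B6.SLE123 cells. The log2 ratio for Ang II was 0.29 (0.13 to 0.44), and it turned to -0.10 without Ang II hashtag C0302. For B6.SLE123 it was 0.10 with an interval that included 0 (-0.06 to 0.25), and it turned to -0.37 without B6.SLE123 hashtag C0303. Cluster 27 held 82.0% of neutrophil-like cells in the control and 60.6% in the Ang II library, and cluster 29 held 50.7% in the B6.SLE123 library. NK cell-like cells made up 3.91%, 3.39% and 3.89% of cells. The Ang II ratio of this class was -0.21 (-0.38 to -0.03), and it turned to 0.42 against only those control cells with Xist. Control cells with Xist were deeper than all control cells, with a median of 2115.5 against 1759 UMIs, and 0.924% against 4.25% of them were neutrophil-like. Comparisons with them therefore differ in more than the sex-linked transcripts. In control hashtags C0304, C0305 and C0306, Xist was found in 51.7%, 49.2% and 50.8% of cells, and 3.48%, 3.96% and 4.55% were NK cell-like. Each NK cell-like share lay above the Ang II share of 3.39%, so the sign change was not seen in these populations.

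T cells had been depleted before capture. T cell-like cells made up 0.0955% of control cells (15 cells), 2.53% of Ang II cells (355 cells) and 0.108% of B6.SLE123 cells (18 cells). The log2 ratio of Ang II against control was 4.73 (3.99 to 5.58). Of the 355 cells, 313 came from hashtag C0303, and without that hashtag the ratio was 1.90.

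The study examined monocytes, macrophages, dendritic cells and monocyte-related dendritic cells (moDCs) that express the 3 C1q genes. There were 858 myeloid cells in the control library, 535 in the Ang II library and 1550 in the B6.SLE123 library, which was 5.46%, 3.82% and 9.28% of kept cells. Monocyte-like cells made up 24.4%, 14.8% and 27.9% of them. The log2 ratio against control was -0.72 (-1.11 to -0.34) for Ang II and 0.20 (-0.04 to 0.44) for B6.SLE123. Cluster 2 held most of this class in both C57BL/6 libraries, and cluster 1 held 98.2% of it in the B6.SLE123 library. Ly6c2 monocyte/macrophage-like cells made up 29.3%, 26.5% and 14.5%, a log2 ratio of -1.01 (-1.28 to -0.75) for B6.SLE123. cDC-like cells made up 25.2%, 37.9% and 24.8%, a log2 ratio of 0.59 (0.31 to 0.88) for Ang II. Red pulp macrophage-like cells made up 3.26%, 9.72% and 5.03%, a log2 ratio of 1.57 (0.88 to 2.29) for Ang II. pDC-like cells made up 5.59%, 4.86% and 3.81%, and the intervals of both ratios included 0. As the myeloid total itself differed, the ratios were different for shares of kept cells. For B6.SLE123 they were then 0.96 (0.72 to 1.21) for monocyte-, -0.25 (-0.51 to 0.018) for Ly6c2 monocyte/macrophage-, 0.74 (0.50 to 0.99) for cDC-, 0.21 (-0.37 to 0.79) for pDC- and 1.39 (0.75 to 2.07) for red pulp macrophage-like cells. For Ang II they were -1.24 (-1.63 to -0.86), -0.66 (-0.97 to -0.36), 0.073 (-0.21 to 0.36), -0.72 (-1.47 to -0.0040) and 1.06 (0.37 to 1.77) in the same order. B6.SLE123 hashtag C0303 held 195 of the 433 monocyte-, 91 of the 385 cDC- and 178 of the 200 moDC-like cells. Neither the ratios for shares of kept cells nor the myeloid total was recomputed without it. Reading the limits as UMIs moved the pDC-like ratio for Ang II most, from -0.20 to -2.22 (-7.67 to 0.64), turned that for B6.SLE123 from -0.56 to 0.63 (-0.47 to 1.89), and moved the Ly6c2 monocyte/macrophage-like ratio for Ang II from -0.14 to -1.69.

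**Figure D1:**
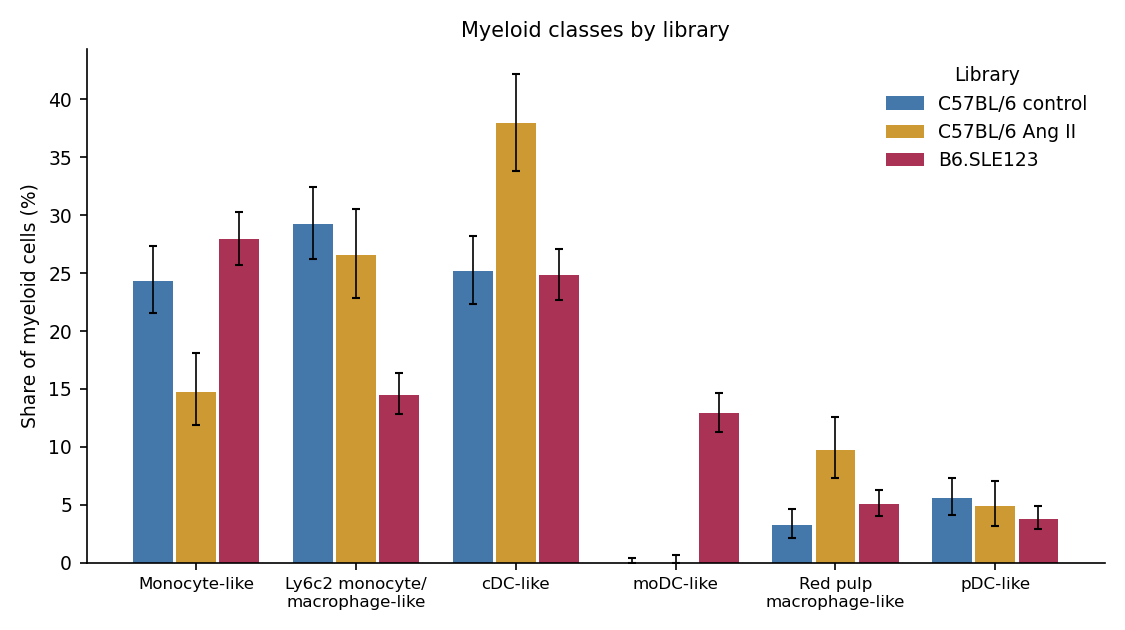
Bars give the share of myeloid cells (%) in each class for the C57BL/6 control, C57BL/6 Ang II and B6.SLE123 libraries, with exact 95% intervals for counting error. The moDC-like class held 12.9% of myeloid cells in the B6.SLE123 library and no cells in the other 2 libraries.

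The study compared the share of moDCs between B6.SLE123 and C57BL/6 mice. The moDC-like class was 1 cluster of 200 cells, all from the B6.SLE123 library. It made up 1.197% of kept cells (1.04% to 1.37%) and 12.9% of myeloid cells (11.3% to 14.7%) there. In the control library 0 of 15700 cells fell in the class, which allows up to 0.0191%, and in the Ang II library 0 of 14023, which allows up to 0.0214%. The class rested on 3 high markers, C1qa, C1qb and C1qc. With these genes left out of clustering it held 196 cells, again all from the B6.SLE123 library. A cluster found in 1 library may be that library and not a type of cell. Hashtag C0303 held 178 of the 200 cells. They were 5.99% of the cells with that hashtag, against at most 0.344% for any of the other 5. Without hashtag C0303 the share of kept cells was 0.160% and the share of myeloid cells 2.40%. Red pulp macrophage-like cells, which also express C1q, were found in all 3 libraries. With both classes joined, the shares were 0.178%, 0.371% and 1.66% of control, Ang II and B6.SLE123 cells, of which the first 2 are red pulp macrophage-like cells alone. Under the Scrublet score limit the 2 classes fell into 1 cluster, with 0.199%, 0.405% and 1.55%. A further cluster with C1qb among its leading genes stayed unnamed, and held 0.331% of control, 0.200% of Ang II and 0.664% of B6.SLE123 cells, at C1q levels of 156, 195 and 801 CPM. Another unnamed cluster, led by Ccl4, Fn1 and Ccl5, held 0.306% of control, 0 of the Ang II and 0.0239% of B6.SLE123 cells.

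**Figure D2:**
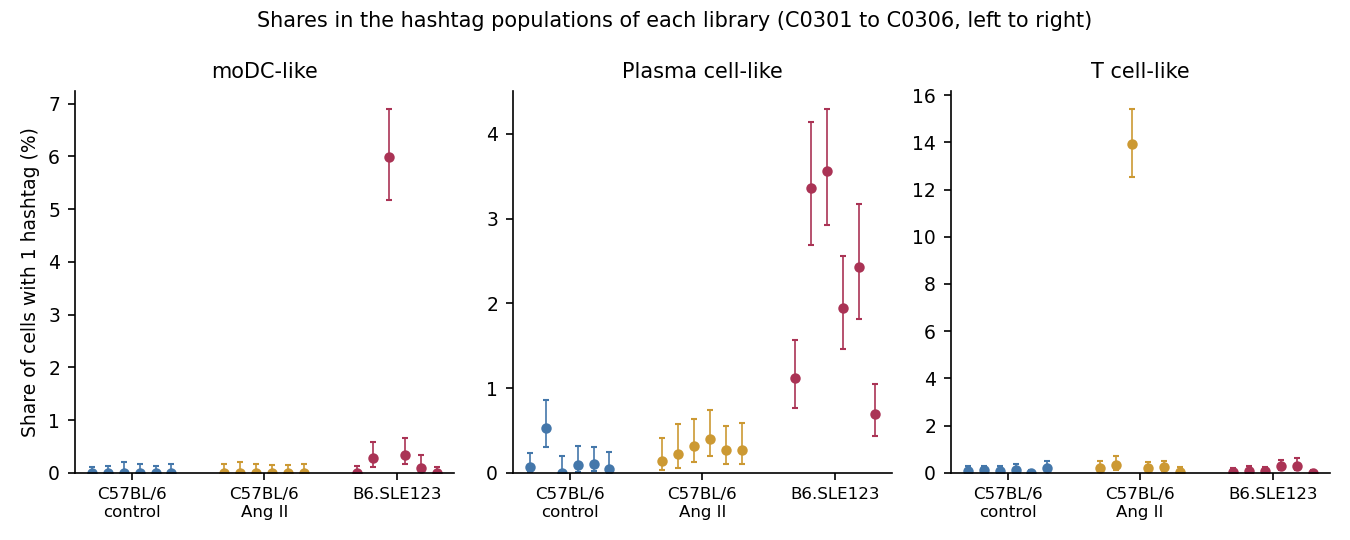
Points give the share (%) of moDC-, plasma cell- and T cell-like cells among cells with 1 hashtag, for hashtags C0301 to C0306 from left to right within each library, with exact 95% intervals for counting error. One B6.SLE123 population reached 5.99% moDC-like cells and one Ang II population reached 13.9% T cell-like cells, while plasma cell-like shares in B6.SLE123 ranged from 0.696% to 3.57%.

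The C1q genes define the moDC-like class, so their level was taken over all kept cells and over all myeloid cells. Both levels still include that class. In the B6.SLE123 library it held 4574 of the 6489 C1q UMIs in all cells, and of the 6209 in myeloid cells. Red pulp macrophage-like cells held a further 1076. The ratios over all and myeloid cells thus depend largely on how many such cells a library held, and do not give a level per cell. C1qa, C1qb and C1qc lie beside each other on chromosome 4 (136880129 to 136898803). Their summed level in all cells was 13.9 CPM in the control library (12.7 to 15.2), 17.4 CPM in the Ang II library (16.2 to 18.6) and 150 CPM in the B6.SLE123 library (147 to 154). The log2 ratio against control was 3.44 (3.30 to 3.57) for B6.SLE123 and 0.32 (0.16 to 0.49) for Ang II. Without B6.SLE123 hashtag C0303 the first fell to 1.76, and without control hashtag C0305 it was 4.03. The second turned to -0.30 without Ang II hashtag C0303, was 0.92 without control hashtag C0305, and was -0.021 against control cells with Xist. In myeloid cells the level was 161, 300 and 1531 CPM, with log2 ratios of 3.25 (3.11 to 3.39) for B6.SLE123 and 0.90 (0.72 to 1.07) for Ang II. Without hashtag C0303 of the library concerned these were 2.01 and 0.087. Within single classes, the log2 ratio of B6.SLE123 against control was 1.86 (0.96 to 2.88) in cDC-like cells, at 62.4 against 17.2 CPM. It was 2.78 (1.97 to 3.70) in B cell-like cells, at 3.45 against 0.503 CPM, and 3.17 (0.42 to 8.59) in monocyte-like cells, from 12 against 1 UMIs. Free RNA from other cells was not excluded in these classes. The study reported lower C1q transcripts in B6.SLE123 dendritic cells, by bulk RNA sequencing of CD11c-positive splenocytes and by RT-PCR. The direction in cDC-like cells here was the opposite. That class is another selection of cells, and its library pools mice with and without 2-HOBA, so the values are not directly comparable. The red pulp macrophage-like cluster also had the C1q genes among its leading genes, so the level within it was taken from clusters made without these genes. The log2 ratio was then 0.0013 (-0.17 to 0.18) for B6.SLE123, from 1087 against 362 UMIs, and 0.033 (-0.15 to 0.22) for Ang II. In the other classes it was then 1.99 in cDC-, 2.33 in B cell- and 3.15 in monocyte-like cells of B6.SLE123. For Ang II it was 0.67 (-0.38 to 1.80) in cDC- and -0.44 (-1.37 to 0.49) in B cell-like cells, and no ratio was formed in monocyte-like cells, with 0 against 1 UMIs.

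In moDC-like cells of the B6.SLE123 library, the dendritic cell genes Itgax and H2-Aa stood at 489 and 460 CPM. In all myeloid cells of that library Itgax stood lower, at 144 CPM, and H2-Aa higher, at 4453 CPM, and in cDC-like cells they stood at 155 and 11819 CPM. Lyz2 stood at 66.7 CPM there against 4959 CPM in monocyte-like cells of the same library, and Fcgr1 at 55.6 against 25.5 CPM. Csf1r, a marker of the monocyte lineage, stood at 229 against 866 CPM. In red pulp macrophage-like cells of that library Csf1r stood at 1136, H2-Aa at 2092, Lyz2 at 5905 and Fcgr1 at 117 CPM, all above the moDC-like level, and Itgax stood at 127 CPM, below it. The study also examined 6 inflammatory genes in moDCs of these libraries, and how it chose them was not stated. Fcgr4 and Cxcl14 were among the leading genes of the moDC-like cluster, so their levels there partly define it. The levels of the 6 genes in the 200 cells were 741 CPM for Il1b (663 to 825), 3328 CPM for Fcgr4 (3161 to 3501), 563 CPM for Cxcl14 (496 to 637), 1241 CPM for Coro1a (1140 to 1349), 3586 CPM for Wfdc17 (3413 to 3765) and 1097 CPM for Pycard (1002 to 1198). Without doublet removal Il1b stood at 567, Fcgr4 at 2616 and Wfdc17 at 2913 CPM. No contrast could be formed within the class, since the other libraries held no cells of it. In red pulp macrophage-like cells, which all 3 libraries held, Wfdc17 had a log2 ratio of 2.12 (1.23 to 3.15) for B6.SLE123 against control. Coro1a had 2.18 (0.19 to 5.30) from 2 UMIs in the control library. The intervals of Il1b (-0.05), Fcgr4 (0.10) and Pycard (2.51) included 0. TMM scaling moved the median log2 ratio of all genes in this class from 0.04 to 0.50. In monocyte-like cells of B6.SLE123, compared between clusters 1 and 2, Wfdc17 had a log2 ratio of 3.33 (2.62 to 4.13), Fcgr4 -0.40 (-0.68 to -0.12) and Coro1a -0.16 (-0.28 to -0.04). The intervals of Il1b (-0.20) and Pycard (-0.05) included 0 there, and Cxcl14 had 14 against 0 UMIs. Spi1, which encodes PU.1, had a log2 ratio of 0.10 (0.01 to 0.19) in myeloid cells of B6.SLE123 and -0.14 (-0.24 to -0.03) of Ang II against control. The first value includes the moDC-like cells, at 934 CPM, and in monocyte-like cells of B6.SLE123 the ratio was -0.25 (-0.43 to -0.08), between clusters 1 and 2. In cDC-like cells of B6.SLE123 it was 0.21 (0.01 to 0.42). Il6 had 0, 2 and 3 UMIs in myeloid cells of the control, Ang II and B6.SLE123 libraries, so no difference was detectable at this depth. Over all kept cells Irf8 stood at 253.8, 211.7 and 256.4 CPM, Cst3 at 909, 630 and 1114 CPM, and Cd79a at 3339, 2956 and 2635 CPM in the same order.

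**Figure D3:**
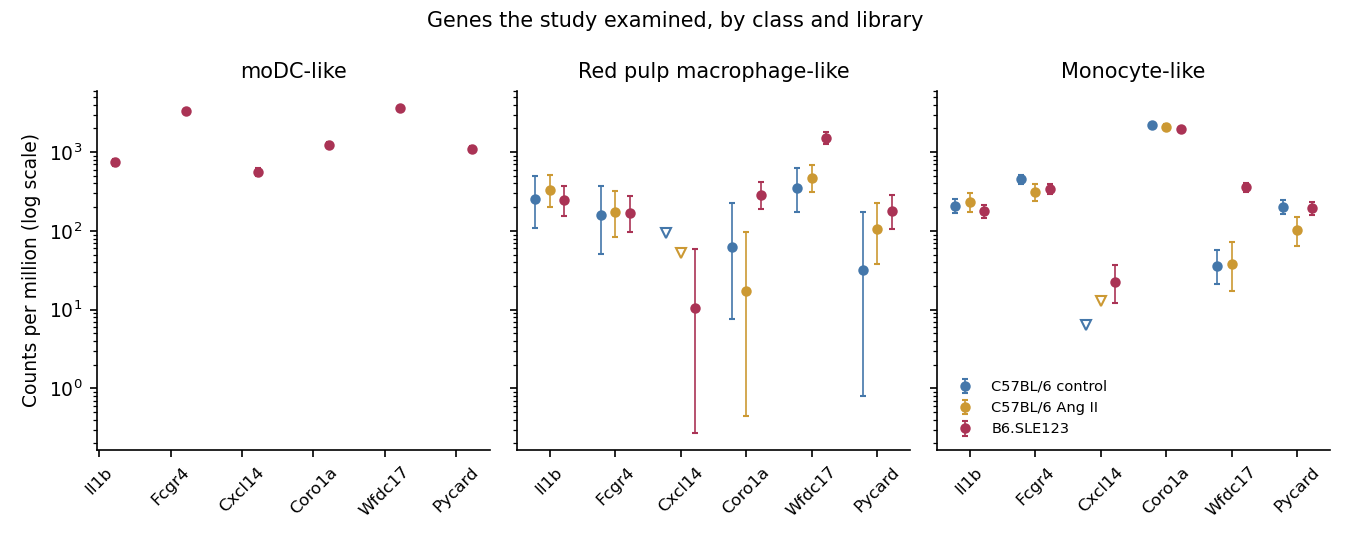
Points give the level (CPM, log scale) of the 6 genes in moDC-, red pulp macrophage- and monocyte-like cells of each library with exact 95% intervals, and open triangles mark the level that 3 counts would give where none were found. Wfdc17 reached 3586 CPM in moDC-like cells, and was at 1508 CPM in B6.SLE123 and 348 CPM in control red pulp macrophage-like cells.

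The genes that differed most within a class were named by rule. In B cell-like cells of B6.SLE123 against control, the highest ratios were those of Ifitm2 (ENSMUSG00000060591, chromosome 7, 140954837 to 140955987), Ifitm1 (chromosome 7, 140967221 to 140969825) and Prss34 (chromosome 17, 25298394 to 25300165). Ifitm2 stood at 3759 against 3.30 CPM, a log2 ratio of 10.15 (9.86 to 10.46). Ifitm1 stood at 1458 against 2.12 CPM, a log2 ratio of 9.43 (9.06 to 9.82). Both belong to a family of similar genes, so the division of reads between them is uncertain. Prss34 had 1302 against 3 UMIs, a log2 ratio of 8.58 (7.03 to 10.86), and was also the leading gene of the basophil/mast-like cluster. That class made up 0.293% of control and 0.150% of B6.SLE123 cells. Prss34 was likewise among the leading genes of B cell-like cluster 30, which held 114 control and 569 B6.SLE123 cells. The lowest ratios were those of Ccdc180 (chromosome 4, 45890303 to 45950774; -8.42 from 0.0316 against 10.8 CPM, with 1 UMI in B6.SLE123, -13.73 to -5.93), Eps8l1 (chromosome 7, 4460674 to 4480487; -8.27 from 1 against 271 UMIs) and the lincRNA Gm19951 (chromosome 12, 99643093 to 99647221; -7.95 from 6 against 1303 UMIs). The same 6 genes were named against control cells with Xist, while reading the limits as UMIs kept 3 of the 6.

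In B cell-like cells of Ang II against control, Ngp (3.72, 3.38 to 4.08), Ltf (3.54, 2.79 to 4.40) and Lcn2 (3.48, 2.92 to 4.08) had the highest log2 ratios. Ngp is one of the neutrophil markers, and stood at 34.6 against 2.62 CPM. Tsix, antisense to Xist, had 0 against 167 UMIs and was 72.5-fold lower with its count set to the floor of 3. The log2 ratio was -6.18, with an interval up to -5.87. Xist itself had 0 UMIs in the Ang II library. Whether the counting used strand was not stated, so Tsix is uncertain. Iigp1 had 3 against 84 UMIs (-5.19, -7.50 to -3.59) and Ift43 had 6 against 47 (-3.35, -4.87 to -2.12). Against control cells with Y-linked transcripts 1 of these 6 genes was named again.

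The largest cluster of cDC-like cells was cluster 6 in the control library (24.1% of the class) and cluster 3 in the Ang II (30.05%) and B6.SLE123 (38.7%) libraries. In cDC-like cells of B6.SLE123 against control, Ftl1-ps1 (4.79, 4.33 to 5.29), Gm42031 (3.97, 3.25 to 4.79) and Gm4316 (3.43, 2.47 to 4.59) had the highest log2 ratios. Ftl1-ps1 is a copy of Ftl1 and its counts are uncertain. Hpgd had 2 against 52 UMIs (-5.35, -8.43 to -3.42), Apoe 4 against 64 (-4.65) and Fn1 10 against 96 (-3.91). With the limits read as UMIs Fn1 had 0 control UMIs, and its ratio against the floor of 3 counts turned to 0.83 (interval from 0.28). Under the Scrublet score limit the Fn1 ratio was -2.06 (-2.72 to -1.43). For Ang II, S100a9 and Gm42031 (both 2.58) and Ctdsp1 (1.64) had the highest ratios, and Fn1 (-2.15), Ccl6 (-1.84) and Tnfrsf1b (-1.55) the lowest. Ccl6 turned to 0.25 with the limits read as UMIs, with an interval that included 0 (-1.26 to 1.76), and none of the 6 genes (0 of 6) was named again there. S100a9 was then at 4.11 (2.13 to 7.22) and Tnfrsf1b at -3.33 (-5.68 to -1.67). Against control cells with Y-linked transcripts Ctdsp1 was at 3.01 (0.46 to 8.34). S100a9 is one of the neutrophil markers, and Fn1 one of the Ly6c2 monocyte/macrophage markers. Hpgd was among the leading genes of monocyte-like cluster 2, which held 199 control and 8 B6.SLE123 cells. Free RNA from such cells was not excluded as a source of these ratios.

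The list of 12 interferon response genes had a median log2 ratio of 0.13 in B cell-like cells of B6.SLE123 against control, at percentile 89.3 of the random lists, with 7 genes higher and 5 lower. Against control cells with Xist it turned to -0.12. For Ang II it was -0.01, at percentile 28.0. In cDC-like cells of B6.SLE123 it was 0.50 (8 genes with enough UMIs, percentile 99.9). In Ly6c2 monocyte/macrophage-like cells it was 0.41 for B6.SLE123 (9 genes, percentile 99.98) and turned to -0.015 against control cells with Xist. With the limits read as UMIs it was 0.82 (0.26 to 1.06). In pDC-like cells of B6.SLE123 it was 0.74 over 4 genes, and 0.26 (-0.05 to 0.76) with no minimum of UMIs. In plasma cell-like cells it was 1.21 over 5 genes, from 29 control cells. The latter was 0.17 (-0.65 to 0.82) with the limits read as UMIs, and turned to -1.76 with no minimum of UMIs. Genes of low count enter there. A count of 0 in the 29 control cells, against 350 B6.SLE123 cells, is set to 3, which lowers the ratio. The sign of -1.76 can therefore come from the floor. In NK cell-like cells of B6.SLE123 the list was at 0.34 (6 genes, percentile 96.6) and turned to -0.12 against control cells with Xist. With the limits read as UMIs it was 0.58 (0.24 to 0.84). It was 0.08 in monocyte-like (4 genes, percentile 61.5) and in neutrophil-like cells (11 genes, percentile 73.4) and -0.13 in red pulp macrophage-like cells (3 genes, percentile 26.5) of B6.SLE123. Of these, the monocyte-like value turned to -0.40 against control cells with Xist and was 0.53 (-0.10 to 0.70) with no minimum of UMIs. The neutrophil-like value rose to 1.25 (0.59 to 1.59) against control cells with Xist. The red pulp macrophage-like value turned to 0.33 with TMM and 0.19 with median of ratios scaling. In neutrophil-like cells of Ang II it was -0.59 (10 genes, percentile 0.03), and it turned to 0.18 against control cells with Xist and to 1.61 against those with Y-linked transcripts. Both selections moved the list upwards and took deeper neutrophil-like cells, with medians of 3045 and 3397 UMIs against 1192 in all control cells of the class. These sign changes therefore cannot be credited to sex. The list stayed negative at -0.32 with the limits read as UMIs, -0.47 with TMM scaling and -0.94 with at least 200 UMIs. The class was also divided differently over its clusters, with 82.0% of control and 60.6% of Ang II cells in cluster 27. In Ly6c2 monocyte/macrophage-like cells of Ang II it was -0.34 (11 genes, percentile 0.16). It was -0.66 against control cells with Xist and turned to 0.49 against those with Y-linked transcripts. In monocyte-like cells of Ang II it was -0.61 over 3 genes, and -0.00 (-0.45 to 0.79) with no minimum of UMIs. The other classes of Ang II gave -0.25 in cDC-, 0.11 in NK cell-, 0.26 in pDC- and 0.15 in plasma cell-like cells. With no minimum the cDC-like value turned to 0.022, the pDC-like value to -0.093 and the plasma cell-like value to -0.31, and against control cells with Xist the NK cell-like value turned to -0.25. TMM scaling moved the median log2 ratio of all genes from -0.08 to 0.03 in neutrophil-like cells of Ang II, from 0.05 to 0.23 in plasma cell-like cells of B6.SLE123, and from -0.27 to 0.01 in those of Ang II.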

Values the study reported

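The study reported 28 clusters among the sequenced splenocytes, of which 6 were myeloid, and examined 4 myeloid clusters for the C1q genes. Wells were loaded with the aim of 12,000 cells. The filter left out barcodes outside the range of 200 to 3500 RNA counts and those at or over 15% mitochondrial content. In moDCs, 59 genes differed by 2-HOBA treatment in the B6.SLE123 strain. A comparison of moDCs between B6.SLE123 and C57BL/6 mice, in which 1 side had received 2-HOBA, gave 3 such genes.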

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

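The tests of hashtag binding, of clustering without the C1q genes, of equal depth and of T cell depletion, and the values without single hashtags, were chosen after the results were seen. Over the 3 libraries the 6 hashtag populations of a library were compared in 56 sets of values, and in 12 of them 1 population lay far from the other 5 by Dixon's criterion, where chance gives about 2.8. The measures are related, since shares sum to a whole and 6 of the 12 belong to 1 population. The hashtags carry no condition, so no biological explanation was tested.

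In the B6.SLE123 library hashtag C0303 stood apart in 6 measures. Its moDC-like share was 5.99% and the next highest 0.344%, its C1q level 491 CPM and the next 93.9 CPM, its monocyte-like share 6.56% and the next 2.68%, its progenitor-like share 1.21% and the next 0.160%, and its erythroid-like share 0.841% and the next 0.344%. Its NK cell-like share was the lowest at 1.99%, with the next at 3.71%. Unspecific binding of hashtag antibodies by moDC-like cells would add C0303 to the hashtag of their own population. Before doublets were removed, 8.17% (4.83% to 12.8%) of the 208 moDC-like barcodes without a Cd79a UMI held several hashtags, against 9.18% of other barcodes without one that were not B cell-like. This argued against such binding, except in cells whose own hashtag was not detected. Of all moDC-like barcodes 23.7% held several hashtags, and of all other barcodes 17.9%. Doublets with B cells were argued against, since 6.5% of moDC-like cells held a Cd79a UMI, against 97.6% of B cell-like cells (median 1891 UMIs) and 8.61% of monocyte- and red pulp macrophage-like cells (median 1238 UMIs). The median of moDC-like cells was 2175 UMIs. Doublets with other myeloid cells were not tested. A cluster made by the C1q genes alone was argued against, since 89.3% of the class came from C0303 with these genes left out of clustering, against 89.0% with them. Depth went partly with the pattern, as C0303 had the highest median of the 6 at 2542.5 UMIs, the others lying between 1604 and 2176.5. At 1000 UMIs per cell, however, 4.94% of its cells (4.15% to 5.83%) held 2 or more C1q UMIs, against 0.0424% to 0.772% for the other 5, and 0.0604% of B cell-like cells. Without thinning these were 6.39%, 0.0348% to 1.49%, and 0.0621%. A difference between mice or conditions may underlie the pattern and could not be examined. Without C0303 the moDC-like share of kept cells was 0.160%.

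In the Ang II library hashtag C0303 held 13.9% T cell-like cells, while the next highest had 0.335%. Incomplete T cell depletion in this population is a candidate explanation. Among its cells that were not T cell-like, 87.0% were B cell-like, within the 80.6% to 90.0% of the other 5, and its T cell-like cells included 28.8% with a Cd4 UMI and 47.6% with a Cd8b1 UMI. This test was found from the same values and leaves other sources of T cells open. The same population had the highest C1q level at 46.5 CPM, the next being 17.5 CPM, which depletion of T cells does not account for and for which no explanation was tested. Without C0303 the log2 ratio of C1q in all cells, Ang II against control, was -0.30.

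Hashtag C0302 of the Ang II library held 13.4% neutrophil-like cells, the next highest 5.66%. Without it the log2 ratio of that share against control was -0.10. In the control library hashtag C0302 held 0.529% plasma cell-like cells and the next 0.106%, and hashtag C0305 held 3.53% Ly6c2 monocyte/macrophage-like cells and the next 1.33%, as well as 0.424% red pulp macrophage-like cells and the next 0.165%. Depth differed little between the control populations, with medians of 1650 to 1889 UMIs. No technical or biological explanation was tested for these 4 measures.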

How the results depend on the processing

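The Scrublet score limit, the 5 other seeds, the joined classes, the Y-positive control cells, the myeloid classes as shares of kept cells, the C1q levels within classes clustered without these genes and the values without single hashtags were chosen after the results were seen. No paired analysis was possible because each group holds 1 library and no test was run. The planned Scrublet calls did not work and gave no values. In the moDC-like class no contrast exists under any scaling or selection of control cells, since the other libraries held no cells of it. Of the main results under the alternatives, 598 values stayed within their counting interval, 133 moved beyond it and 5 reversed, which means that a ratio whose interval excluded 0 changed sign. Ratios whose interval included 0 also changed sign, 10 among the values that moved and 22 among those that stayed. Of the values for single genes and lists by class, 234 stayed, 25 moved and 9 reversed, and 4 of those that moved and 2 of those that stayed also changed sign. The cause was not tested for any of the changes below unless stated. All log2 ratios are against the control library, and values are given for control, Ang II and B6.SLE123 in that order where there are 3.

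With the limits read as UMIs, 76.3%, 62.2% and 65.4% of barcodes were kept, fewer because deep cells are removed. Log2 ratios of shares for B6.SLE123 were -0.19 for B cell-, -0.11 for neutrophil-, 0.24 for NK cell-, -1.61 for Ly6c2 monocyte/macrophage- and 0.63 for pDC-like cells. For Ang II they were -0.40 for NK cell-, 2.64 for T cell-, -1.69 for Ly6c2 monocyte/macrophage- and -2.22 for pDC-like cells. The moDC-like share of myeloid cells was 15.3% and Wfdc17 there 3401 CPM. The C1q ratio was 0.62 in all cells for Ang II, and 2.28 for B6.SLE123 and 1.52 for Ang II in myeloid cells. The interferon list of B6.SLE123 was at 0.29 in B cell-, 0.82 in Ly6c2 monocyte/macrophage-, 0.58 in NK cell- and 0.17 in plasma cell-like cells. That of Ang II was at -0.32 in neutrophil-like cells. In cDC-like cells Fn1 reversed to 0.83 for B6.SLE123, with 0 control UMIs set to the floor of 3 (interval from 0.28). Ccl6 reversed to 0.25 (-1.26 to 1.76) for Ang II. Xist was found in 21.6% of control and 44.9% of B6.SLE123 cells, and Y-linked transcripts in 11.6% of control and 28.1% of Ang II cells.

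With under 5% mitochondrial UMIs, 84.1%, 84.4% and 79.4% of barcodes were kept, the B cell-like ratio for B6.SLE123 was -0.16 and the Ly6c2 monocyte/macrophage-like ratio for Ang II -0.51. Without doublet removal, 99.6%, 98.5% and 98.5% were kept, the B cell-like ratios were -0.15 for B6.SLE123 and -0.061 for Ang II, and the moDC-like share was 1.39%. Levels there were 567 CPM for Il1b, 2616 for Fcgr4, 465 for Cxcl14, 2913 for Wfdc17 and 926 for Pycard. With the Scrublet score limit, 77.3%, 79.9% and 70.0% were kept. For B6.SLE123 the ratios were -0.20 for B cell- and -0.095 for neutrophil-like cells and 3.19 for C1q in all cells, and for Ang II 6.36 for T cell-like cells. The class named moDC-like, which then included red pulp macrophage-like cells, held 0.199%, 0.405% and 1.55% of cells and 19.2% of B6.SLE123 myeloid cells, at 2892 CPM for Fcgr4, 475 for Cxcl14, 1045 for Coro1a, 2934 for Wfdc17 and 898 for Pycard. With both classes joined in the main clustering, the shares were 0.178%, 0.371% and 1.66%, and levels 655 CPM for Il1b, 2781 for Fcgr4, 467 for Cxcl14, 1076 for Coro1a, 3226 for Wfdc17 and 938 for Pycard.

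The B cell-like ratio for B6.SLE123, -0.11 as reported, was -0.19 at resolutions 0.4 and 1.2, -0.15 without segment and sex-linked genes in clustering, and -0.20, -0.20, -0.17, -0.19 and -0.21 with the 5 other seeds, so the reported value is the nearest to 0 among these. Leaving the C1q genes out of clustering moved none of the 20 results recomputed under it beyond its interval. The B cell-like share was not among these. That class then held 13022 control and 12131 B6.SLE123 cells, against 13419 and 13225 as reported, so its ratio also lay further from 0. Within single classes the C1q ratio of B6.SLE123 was then 1.99 in cDC-, 2.33 in B cell- and 3.15 in monocyte-like cells, against 1.86, 2.78 and 3.17 as reported.

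Against control cells with Xist, log2 ratios for B6.SLE123 were -0.18 for B cell-, 2.30 for neutrophil-, 0.62 for NK cell-, 0.64 for monocyte- and -1.37 for Ly6c2 monocyte/macrophage-like shares, 3.09 for C1q in all cells and 3.04 in myeloid cells. For Ang II they were -0.092 for B cell-, 2.49 for neutrophil-, -0.28 for monocyte- and -0.50 for Ly6c2 monocyte/macrophage-like shares and 0.69 for C1q in myeloid cells, while the NK cell-like share reversed to 0.42 and C1q in all cells to -0.021. The interferon list for B6.SLE123 moved to 1.25 (0.59 to 1.59) in neutrophil- and -0.40 (-1.05 to 0.30) in monocyte-like cells. It reversed to -0.12 in B cell-, -0.015 in Ly6c2 monocyte/macrophage- and -0.12 in NK cell-like cells. For Ang II it was -0.32 in B cell-like and -0.66 in Ly6c2 monocyte/macrophage-like cells and reversed to 0.18 in neutrophil-like cells. Against control cells with Y-linked transcripts it was 0.18 in B cell-like cells of Ang II, and reversed to 0.49 in Ly6c2 monocyte/macrophage- and 1.61 in neutrophil-like cells. Both selections take deeper cells, with neutrophil-like shares of 0.924% and 1.82% against 4.25% in all control cells, so they change the mix of cells too. In control hashtags C0304, C0305 and C0306, the populations with frequent Xist, 1.89%, 7.24% and 2.82% of cells were neutrophil-like. Each share lay above 0.924%, so the neutrophil-like ratios of 2.30 and 2.49 come at least in part from the selection. With no minimum of UMIs the interferon list reversed to 0.022 in cDC-like cells of Ang II and -1.76 in plasma cell-like cells of B6.SLE123. The latter sign can come from the floor of 3 counts, since the control library held 29 cells of the class. In neutrophil-like cells of Ang II the list was -0.94 with at least 200 UMIs and -0.47 with TMM scaling.

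With myeloid classes as shares of kept cells, log2 ratios for B6.SLE123 were 0.96 for monocyte-, -0.25 for Ly6c2 monocyte/macrophage-, 0.74 for cDC-, 0.21 for pDC- and 1.39 for red pulp macrophage-like cells. For Ang II they were -1.24 for monocyte-, -0.66 for Ly6c2 monocyte/macrophage- and 0.073 for cDC-like cells, while the pDC- and red pulp macrophage-like ratios stayed within their intervals. The myeloid share of kept cells, with log2 ratios of 0.76 and -0.52, sets these shifts by construction. Neither that share nor these ratios were recomputed without single hashtags.

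With cells thinned to 1000 UMIs, Xist was found in 15.8% of control and 31.3% of B6.SLE123 cells and Y-linked transcripts in 6.58% of control and 13.8% of Ang II cells, as fewer UMIs per cell must give. With a 5-fold hashtag margin 97.6%, 95.1% and 95.4% of kept cells had 1 hashtag.

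Leaving out each hashtag in turn gave these ranges. For B6.SLE123 the ratios ran from -0.16 to -0.041 for B cell-, 3.27 to 4.35 for plasma cell-, -0.37 to 0.34 for neutrophil-, -0.057 to 0.14 for NK cell-, -0.29 to 0.53 for T cell-, 0.092 to 0.32 for monocyte-, -1.16 to -0.66 for Ly6c2 monocyte/macrophage-, -0.14 to 0.35 for cDC-, -0.84 to -0.066 for pDC- and 0.41 to 0.95 for red pulp macrophage-like shares, 1.76 to 4.03 for C1q in all cells and 2.01 to 3.64 in myeloid cells. For Ang II they ran from -0.045 to 0.0073 for B cell-, 0.29 to 1.36 for plasma cell-, -0.10 to 0.53 for neutrophil-, -0.25 to -0.15 for NK cell-, 1.90 to 5.08 for T cell-, -0.80 to -0.60 for monocyte-, -0.26 to 0.11 for Ly6c2 monocyte/macrophage-, 0.47 to 0.69 for cDC-, -0.49 to 0.0049 for pDC- and 1.35 to 1.90 for red pulp macrophage-like shares, -0.30 to 0.92 for C1q in all cells and 0.087 to 1.29 in myeloid cells. The moDC-like share of B6.SLE123 ran from 0.160% to 1.48% of kept and from 2.40% to 14.5% of myeloid cells, and stayed at 0 in the other libraries. B6.SLE123 hashtag C0303 gave the lowest moDC-like shares and C1q ratios (0.160%, 2.40%, 1.76 and 2.01). Ang II hashtag C0303 gave the lowest C1q ratios and T cell-like ratio of that contrast (-0.30, 0.087 and 1.90), Ang II hashtag C0302 the neutrophil-like ratio of -0.10, control hashtag C0302 the plasma cell-like ratios of 4.35 and 1.36, and control hashtag C0305 the C1q ratios of 4.03 and 0.92. Depth limits Il6, with under 30 UMIs in all kept cells of each library.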

Other observations

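Of the tests in this part, that of free neutrophil RNA was fixed after Ngp, Ltf and Lcn2 were seen in B cell-like cells but before NK cell-like cells were examined.

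The control, Ang II and B6.SLE123 libraries held 18218, 16062 and 20691 barcodes. All 3 are higher than the number of cells targeted per well quoted from the study above. There were 17 myeloid clusters here after myeloid cells were clustered again. That is higher than the numbers of myeloid clusters quoted from the study above, and rebuilt clusters and names differ from the study's. The shares of moDCs that the study compared are per condition, and they were not compared here because the hashtags carry no condition.

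In the control library, Y-linked transcripts were found in 23.8%, 25.5% and 23.5% of cells with hashtags C0301, C0302 and C0303, and Xist in 0.348%, 0.165% and 0.386%. For hashtags C0304, C0305 and C0306, Xist was found in 51.7%, 49.2% and 50.8% of cells and Y-linked transcripts in 0.308%, 0.177% and 0.173%. The populations thus fell into 2 sets by these transcripts, as cells of the 2 sexes named in the label would. No hashtag is named for a condition, so no condition was assigned, and no ratio was formed against either set.

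The genes that differed most between B cell-like cells of the B6.SLE123 and control libraries may in part reflect the segments of chromosomes 1, 4 and 7 that the strain carries from NZM2410. Of the 100 genes with the largest absolute log2 ratio, 26 lay on these chromosomes (8 on chromosome 1, 2 on chromosome 4 and 16 on chromosome 7), against a median of 19 in random lists matched on expression. This was at percentile 94.6, below the percentile of 95 set beforehand, so the test neither supported nor excluded the explanation, and the other 74 of the 100 lay elsewhere. In the Ang II contrast 19 of 100 lay there (6, 4 and 9 in the same order), at percentile 35.6. The test joined the 3 chromosomes, tested none alone and used them whole and not the segments, which dilutes any effect. The sex of the mice in the control library as the main source was argued against, since 73 of the 100 genes stayed among the 100 against control cells with Xist. Those control cells were selected by a transcript and were deeper than control cells as a whole. Strain and library stay confounded.

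In moDC-like and red pulp macrophage-like cells joined, the log2 ratios of B6.SLE123 against control were 1.37 (0.38 to 2.60) for Il1b, 4.14 (2.91 to 5.76) for Fcgr4, 4.09 (2.23 to 7.14) for Coro1a, 3.21 (2.37 to 4.22) for Wfdc17 and 4.89 (2.41 to 10.20) for Pycard. They rest on 8, 5, 2, 11 and 1 control UMIs in the same order. The control side of these ratios held no moDC-like cells, so they also hold the difference between the 2 classes. In red pulp macrophage-like cells alone Wfdc17 had a ratio of 2.12 (1.23 to 3.15). No explanation was tested.

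Ngp, Ltf and Lcn2, neutrophil genes, had the highest ratios in B cell-like cells of Ang II against control, and free RNA from neutrophils may contribute. The 8 neutrophil markers had a median log2 ratio of 1.98 in B cell-like cells (8 of 8 higher), 0.99 in NK cell-like cells (6 of 7 higher) and 0.71 in all kept cells (7 of 8 higher). A rise in NK cell-like cells, which should lack these genes, goes with free RNA, but the difference from B cell-like cells only just met the limit of 1 set for the test. Why the ratio in B cell-like cells exceeded that in all cells stays open.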
